A study of Rattus norvegicus with 2 samples. Its data were reported in "Generation of allogeneic and xenogeneic functional muscle stem cells for intramuscular transplantation" (2024).

How the data were processed

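Skeletal muscle from the whole body of 1 rat-mouse chimera and of 1 Sprague Dawley (SD) rat was measured by single-cell RNA sequencing (scRNA-seq). A rat-mouse chimera is a rat that received mouse induced pluripotent stem cells (iPSCs) as an embryo, so that its tissues hold cells of both species. Per the labels, muscle was digested with collagenase, live cells were sorted by a viability dye, and libraries were made with a 10x Genomics droplet kit, which tags each captured transcript with a cell barcode and a unique molecular identifier (UMI).

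The deposited values are raw UMI counts per gene and barcode, made by the authors with Cell Ranger 7.1.0 per the file headers and not normalized. The authors mapped the chimera library to a combined reference with 23373 rat genes, 25906 mouse genes and 1 EGFP sequence, and the SD rat library to a reference with the same 23373 rat genes alone. Genome coordinates are not used here, and genes carry the names and identifiers of the files. The deposited files hold barcodes already selected as cells, and no barcode had fewer than 500 UMIs. The different references matter for every comparison between the libraries, because a read from a rat transcript that matches a mouse gene equally well or better can leave its rat gene only in the chimera library.

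Barcodes were kept with at least 500 UMIs, at least 200 detected genes and at most 20% of UMIs on the 13 mitochondrial protein genes of each species. Doublets were scored in each library with Scrublet as built into scanpy 1.11.5, at an expected rate of 8%, and predicted doublets were left out. The automatic threshold marked 428 of 12174 chimera barcodes (3.52%) and 168 of 8980 SD rat barcodes (1.87%), which left 11746 and 8812 barcodes. A chimera barcode was called mouse with at least 80% of its rat and mouse UMIs on mouse genes, rat with at most 20%, and mixed in between. Mixed barcodes entered no class of the main comparisons. Mast cell-like and erythroid-like clusters were named but not compared between the libraries or carried through the alternatives.

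Rat cells of the chimera, mouse cells of the chimera and SD rat cells were clustered separately, on genes of their own species. Counts were scaled to 10000 per cell and log-transformed, 2000 variable genes without mitochondrial genes were reduced to 30 components, and a graph of 15 neighbours was partitioned with leidenalg 0.10.2 at resolution 1. Clusters were named "X-like" from marker lists of 15 classes fixed before the data were examined. A marker counted as raised when it was found in at least 10% of the cells of a cluster and its counts per 1e6 UMIs (CPM) were at least 2-fold above the median of the other clusters, after 10 CPM were added to each. A cluster took the class with the highest product of the share of markers raised and their median log2 fold. It stayed unnamed when fewer than 3 markers were raised, or when its top 10 genes by fold held more markers of another class. It also stayed unnamed when its median UMI count was under that of its population divided by 3 and no own marker was among these genes. The scoring rule was set after the clusters had been seen. This includes the rules that left a cluster unnamed when the next class had at least 3 times as many raised markers, or when at least 3 major histocompatibility complex (MHC) class II genes led it without an own marker. Unnamed clusters held 222 of 8241 chimera rat cells (2.69%), 166 of 1849 chimera mouse cells (8.98%) and 90 of 8812 SD rat cells (1.02%). Macrophage-like and neutrophil- or monocyte-like clusters were pooled as myeloid after the clusters had been seen. Clusters with at least 5 raised cell cycle markers, at least 1 of them among the top 10 genes, were first counted with their cell type and later kept apart as cycling, because the cycling cluster of the SD rat raised markers of more than 1 type, and both versions are given where they differ. The class names are rebuilt from markers and not those of the study, so differences from the study may come from the names.

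With 1 library per group there are no replicates, so no p-value, standard error or count of changed genes was computed. Shares carry exact (Clopper-Pearson) 95% binomial intervals and summed counts carry exact 95% Poisson intervals. The log2 ratios of highest and fixed genes carry 95% intervals from 1000 resamplings of the cells of each library. These were added after the data had been seen, because intervals from summed counts treat UMIs as independent, and the alternatives are compared with the interval from the exact binomial interval of summed counts. All of these cover counting and cells within a library only, not differences between animals, digestions or libraries. Where no cell of a class had a UMI of a gene, the limit that 3 counts would set is given. A class share of 0 that comes from cluster names or species calls carries no limit.

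For the comparison of chimera rat cells with SD rat cells, UMIs were summed per class, divided by the total on rat genes, and compared as log2 ratios of CPM after adding a pseudocount of 1 CPM. Genes needed at least 100 UMIs over both libraries. The genes named are the 5 highest and the 5 lowest log2 ratios in a class without mitochondrial genes, and a list of 14 genes, both set before the data were examined. Reads split between species were measured over 16136 pairs of rat and mouse genes with the same symbol. For shares of cells with a UMI, each cell was also thinned to 1000 of its UMIs without replacement, and cells with fewer were left out. Thinning of chimera cells drew from the UMIs of both species, so chimera rat cells kept fewer rat UMIs than SD rat cells.

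The log2 ratios were tested on simulated sums of the SD rat library, in which 200 genes were changed 4-fold. Of the 163 changed genes that passed the UMI minimum among 9633 genes, 96.9% came within 0.5 of the true log2 value. These sums covered all SD rat cells together at reduced depth, with Poisson counts, and not single classes. The rate does not describe small classes, such as B cell-like cells with 266812 SD rat UMIs, or genes whose UMIs gather in few cells. Clustering and naming were tested on 1500 simulated SD rat cells of 10 classes over 23373 genes, and all 1500 were named as simulated. The cells of a class were drawn from 1 summed profile of SD rat cells with the highest scores on the same marker lists. This outcome was therefore close to fixed in advance. It shows that the steps run, and it does not test the naming of real cells.

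Alternatives set before the data were examined were species thresholds of 90% and of the majority of UMIs, a minimum of 1000 UMIs or none, mitochondrial limits of 10% or none, doublets kept, resolutions of 0.5 and 2, 15 components, clustering of rat cells of both libraries together, a pseudocount of 10 CPM, a minimum of 500 summed UMIs, ratios centred on their median, removal of genes with at least 5% of the UMIs of a pair on the mouse gene, and thinned cells. Added after the data had been seen were species calls from gene pairs with under 5% of UMIs on the mouse gene in rat cells, clustering of all chimera barcodes together on sums of both species, and cycling clusters counted with their type. Python 3.11.15, numpy 2.4.6, scipy 1.17.1, scikit-learn 1.9.0, igraph 0.11.9 pandas 2.3.3 and matplotlib 3.10.9 were also used. A result for 1 further gene is not reported here.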

Results

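Single-cell transcriptomes were collected from skeletal muscle of 1 rat-mouse chimera and 1 SD rat, to learn which muscle cell types the injected mouse iPSCs contributed to and how the chimera's muscle compared with that of a rat. The chimera library held 13299 barcodes with 118872850 UMIs, and the SD rat library held 10117 barcodes with 70957559 UMIs. The median barcode had 7407 UMIs and 2193 genes in the chimera, and 5373 UMIs and 1688 genes in the SD rat. After filtering and removal of predicted doublets, 11746 chimera barcodes and 8812 SD rat barcodes remained, with medians of 7866.5 and 6265 UMIs. Each group had 1 library, so no difference between them has a replicate check, and the intervals given are 95% intervals for counting error, or for resampled cells where said, and not for differences between animals.

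Chimera cells were first assigned to a species by the genes their UMIs fell on. Of the 11746 barcodes, 8241 were rat cells (70.2%, 95% interval 69.3 to 71.0), 1849 were mouse cells (15.7%, 15.1 to 16.4) and 1656 were mixed (14.1%, 13.5 to 14.7). Mouse cells made up 18.3% of rat and mouse cells together (17.6 to 19.1). The share of UMIs on mouse genes was 11.2% in the median rat cell and 96.4% in the median mouse cell. Rat cells thus carried a base level of UMIs on mouse genes, of which 43.5% lay on a single mouse gene for 18S ribosomal RNA, Rn18s-rs5. Among 11705 gene pairs with at least 100 UMIs in rat cells, 5408 (46.2%) had more than 5% of the UMIs on the mouse member. The species threshold moved the calls most: at 90%, 62.5% of barcodes were mixed, since the base level of rat cells lies at this boundary. Mixed barcodes had a median of 4685.5 UMIs, fewer than rat cells (8609) and mouse cells (6948).

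**Figure D1:**
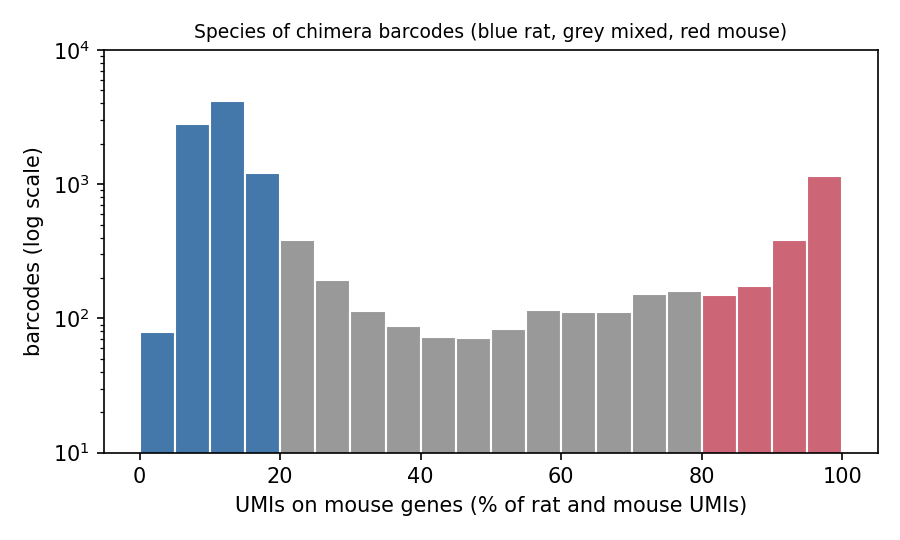
Barcodes of the chimera library after filtering (y axis, number on a log scale) by the percentage of their rat and mouse UMIs on mouse genes (x axis, bins of 5 percentage points). Bars are blue for rat, grey for mixed and red for mouse calls, and the most filled bin, from 10 to 15%, holds 4150 barcodes.

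Mouse cells were then compared with rat cells of the same class, to see where the iPSC derivatives were found. Endothelial cell (EC)-like cells were mostly mouse, with 1053 of 1842 cells (57.2%, 54.9 to 59.4). Mouse cells made up 133 of 518 B cell-like cells (25.7%, 22.0 to 29.7) and 26 of 125 Schwann or glial-like cells (20.8%, 14.1 to 29.0). Their share was 88 of 792 in T or natural killer (NK)-like cells (11.1%, 9.01 to 13.5) and 45 of 447 in myogenic progenitor (MP)-like cells (10.1%, 7.44 to 13.2), the class that includes satellite cells. It was lower in myeloid-like cells at 67 of 1046 (6.41%, 5.00 to 8.06), tenocyte or fibroblast-like cells at 39 of 621 (6.28%, 4.50 to 8.49), fibro-adipogenic progenitor (FAP)-like cells at 124 of 2747 (4.51%, 3.77 to 5.36) and myocyte-like cells at 29 of 863 (3.36%, 2.26 to 4.79). Erythroid-like cells, outside the comparisons below, held 20 mouse cells of 55 (36.4%, 23.8 to 50.4). No mouse cluster was named pericyte or mural-like, a class with 343 rat cells, lymphatic EC (LyEC)-like, with 82 rat cells, or mast cell-like, with 53 rat cells. No limit on their mouse share follows, because a few mouse cells can lie in a cluster of another name. The cycling clusters held 59 mouse cells, all EC-like, and 109 rat cells, MP-like or FAP-like. Relative to the overall mouse share of 18.3%, the interval lay above it in EC-like, B cell-like and erythroid-like cells, included it in Schwann or glial-like cells, and lay below it in the other classes with a mouse cluster, cycling clusters aside. The myocyte-like value depended on the mixed barcodes: when each barcode took the species with the majority of its UMIs, 231 of 1279 myocyte-like cells (18.1%) were mouse. The myeloid-like value depended on the clustering. Mouse clusters of 60, 36 and 18 cells with MHC class II genes among their top 10 genes stayed unnamed. So did rat clusters of 203 and 19 cells, and whether these cells are myeloid was not tested. When all chimera barcodes were clustered together, 182 of 1363 myeloid-like cells (13.4%) were mouse. The rank of myeloid-like cells among the classes is therefore not settled.

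**Figure D2:**
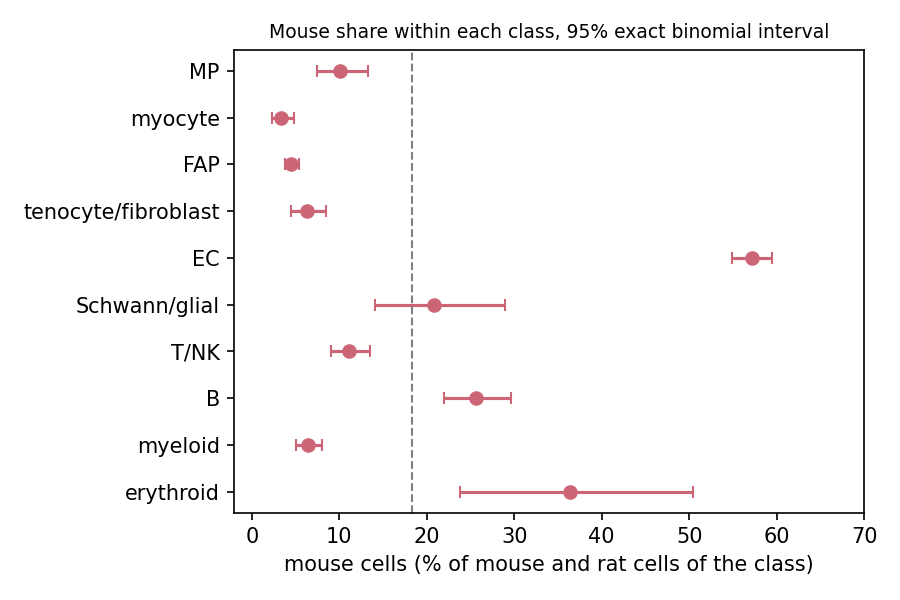
Mouse cells as a percentage of mouse and rat cells of each class (x axis) in the chimera library, with 95% exact binomial intervals as bars, 1 point per class with a mouse cluster, cycling clusters aside, on the y axis. The dashed line marks the share over all rat and mouse cells, 18.3%, and the EC point lies furthest above it at 57.2%.

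The mouse MP-like and myocyte-like clusters were examined for satellite cell and myocyte genes. These genes were among the markers that named the clusters, so the shares describe the cells and do not test the names. Mouse Pax7 had a UMI in 32 of 45 mouse MP-like cells (71.1%, 55.7 to 83.6) and in 2 of 1053 mouse EC-like cells (0.190%, 0.0230 to 0.684), which served as background. The median depth was 9385 UMIs in these MP-like cells and 6055 in these EC-like cells. After thinning to 1000 UMIs, Pax7 was found in 13 of 45 MP-like cells (28.9%) and in 1 of 992 EC-like cells (0.101%), with 0 and 61 cells left out. Myf5 had a UMI in 15 of 45 MP-like cells (33.3%, 20.0 to 49.0) and in 0 of 1053 EC-like cells, which allows a share of up to 0.285%. After thinning it was found in 2 of 45 MP-like cells (4.44%, 0.543 to 15.1) and in 0 of 992 EC-like cells, which allows up to 0.302%. In mouse myocyte-like cells, with a median depth of 2936 UMIs, Tcap was found in 26 of 29 cells (89.7%, 72.6 to 97.8) and Neb in 8 of 29 (27.6%, 12.7 to 47.2). The same genes had a UMI in 1.99% and 1.52% of mouse EC-like cells. Thinning left 1 myocyte-like cell out and gave 18 of 28 cells with Tcap (64.3%) and 4 of 28 with Neb (14.3%), against 0.706% and 0.202% of EC-like cells. At equal depth, the interval of each of the 4 genes lay above that of EC-like cells. Mouse Dmd was found in 37 of 45 mouse MP-like cells (82.2%, 67.9 to 92.0) and 191 of 1053 EC-like cells (18.1%, 15.9 to 20.6), and after thinning in 35.6% and 4.03%. Counts per gene do not distinguish an edited Dmd allele from an unedited one.

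The rat cells of the chimera were compared with the SD rat for the composition of the muscle. In the SD rat, the most frequent classes were FAP-like cells (3198 of 8812 cells, 36.3%, 35.3 to 37.3), EC-like cells (18.9%, 18.1 to 19.8) and myocyte-like cells (17.4%, 16.6 to 18.2). Among chimera rat cells, FAP-like cells made up 31.8% (30.8 to 32.8), EC-like cells 9.57% (8.95 to 10.2) and myocyte-like cells 10.1% (9.48 to 10.8). These shares leave out mouse cells, which made up 1053 of the 1842 EC-like cells of the chimera. The lower EC-like share of rat cells therefore does not show that the chimera's muscle held fewer EC-like cells. T or NK-like cells rose from 1.09% in the SD rat (0.883 to 1.33) to 8.54% in the chimera (7.95 to 9.17), B cell-like cells from 0.840% (0.660 to 1.05) to 4.67% (4.23 to 5.15) and myeloid-like cells from 5.83% (5.35 to 6.34) to 11.9% (11.2 to 12.6). MP-like cells were 4.05% of SD rat cells (3.65 to 4.48) and 4.88% of chimera rat cells (4.42 to 5.37), intervals that overlapped. The share of LyEC-like cells, 1.26% and 0.995%, also differed by less than its intervals. Tenocyte or fibroblast-like cells (6.28% and 7.06%) and cycling clusters (1.26% and 1.32%) had overlapping intervals as well. Schwann or glial-like cells were 1.66% in the SD rat (1.40 to 1.95) and 99 of 8241 cells in the chimera (0.977 to 1.46%), again with overlapping intervals. Pericyte or mural-like cells were 3.30% (2.94 to 3.70) and 4.16% (3.74 to 4.62), and only 11 of 14 alternatives kept this direction. The alternative that moved the chimera composition most was the 90% species threshold, under which FAP-like cells were 18.2% of chimera rat cells. Myocyte-like cells were then 19.1% of chimera rat cells and no longer below their share in the SD rat. With a minimum of 1000 UMIs, EC-like cells were 13.4% of SD rat cells and 9.23% of chimera rat cells. SD rat EC-like cells were shallow, with a median of 2037 UMIs against 4439 in the chimera.

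**Figure D3:**
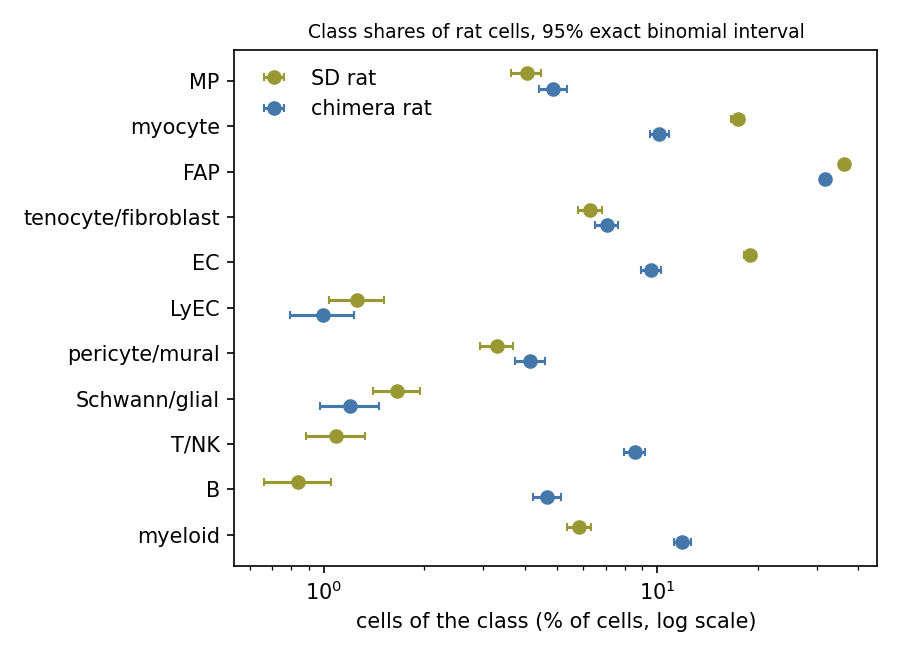
Cells of each class (y axis) as a percentage of SD rat cells (olive) and of rat cells of the chimera (blue) on a log scale (x axis), with 95% exact binomial intervals as bars. The T/NK and B points of the chimera, at 8.54% and 4.67%, lie furthest to the right of those of the SD rat.

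Expression in rat cells of the same class was compared between the libraries in 10 classes. Over 5577 genes in MP-like cells, the median log2 ratio of chimera to SD rat was -0.02, with quartiles of -0.27 and 0.23. The medians of the other classes ran from -0.18 in myocyte-like and B cell-like cells to 0.08 in FAP-like cells. Leaving out genes with at least 5% of their pair's UMIs on the mouse gene raised the median in each class, most in EC-like cells, from -0.01 to 0.15. In MP-like cells, 37.4% of the paired genes had more than 5% of their pair's UMIs on the mouse gene, and their median log2 ratio was -0.21, against 0.08 for the other pairs.

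The lowest log2 ratios were shared by all 10 classes. AABR07046956.1 (ENSRNOG00000040219), ENSRNOG00000051885, for which the files give no other name, and Hs6st3 (ENSRNOG00000037886) were among the 5 lowest genes of each class. In FAP-like cells, AABR07046956.1 had 0 UMIs in the chimera and 45847 in the SD rat, at least 12206-fold lower. In MP-like cells, it had 0.307 CPM in the chimera (0.00778 to 1.71) and 2376 CPM in the SD rat (2313 to 2440), ENSRNOG00000051885 had 8.60 and 3584 CPM, and Hs6st3 had 3.99 and 1082 CPM. Atp13a4 (ENSRNOG00000001714) had 0 UMIs in chimera MP-like, FAP-like and EC-like cells against 276, 2841 and 702 UMIs in the SD rat.

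The highest log2 ratios were less widely shared than the lowest, and some of them came from very few cells. Cd74 was among the 5 highest genes in MP-like, tenocyte or fibroblast-like, LyEC-like and pericyte or mural-like cells. The intervals of log2 ratios here and in the next paragraph come from resampled cells. Intervals from summed counts are too narrow where the UMIs of a gene gather in few cells. In MP-like cells the highest were Ifitm1 (3.43, 0.90 to 5.11), Cd74 (2.22, 0.90 to 3.36), Lyz2 (2.14, 0.25 to 3.43), Zfp60 (1.82, 1.54 to 2.13) and RT1-Da (1.76, -0.28 to 3.13). A single chimera cell held 58 of the 125 Ifitm1 UMIs, 71 of the 166 Cd74 UMIs, 56 of the 112 Lyz2 UMIs and 69 of the 105 RT1-Da UMIs, but 11 of the 608 Zfp60 UMIs. Ifitm1 reversed to -1.53 when cycling clusters were counted with their type. Cd74 had a log2 ratio of 1.45 in FAP-like cells (0.20 to 2.79, with 469 of 1443 UMIs in 1 chimera cell). Its interval also lay above 0 in tenocyte or fibroblast-like (2.91, 1.61 to 3.93), pericyte or mural-like (3.81, 0.61 to 5.24) and LyEC-like cells (4.77, 1.00 to 6.95). The same held for Schwann or glial-like (4.75, 0.91 to 6.34) and B cell-like cells (0.57, 0.37 to 0.80). In these classes, in order, 1 cell held 135 of 375, 402 of 629, 146 of 195, 79 of 167 and 270 of 16032 UMIs. The interval of Cd74 included 0 in EC-like (1.25, -0.89 to 3.09), myocyte-like (0.61, -0.66 to 2.01) and T or NK-like cells (0.98, -0.24 to 2.87). Without thinning, the share of cells with Cd74 was higher in the chimera in all 10 classes. It was 15.9% against 6.16% in MP-like and 13.2% against 5.03% in myocyte-like cells. Whether cells outside the immune classes expressed more Cd74, or carried RNA of the more frequent immune cells, was not tested. The same limit holds for Lyz2 and RT1-Da. In myocyte-like cells, Vtcn1 (2.86, 2.31 to 3.53), Srebf1 (2.60, 2.19 to 3.06), Lyz2 (2.25, 0.86 to 3.32), Dgkz (2.18, 1.96 to 2.42) and ENSRNOG00000033517 (2.10, 1.60 to 2.69) were highest. In FAP-like cells, Rxfp2 (2.36, 2.01 to 2.71), Ccl19 (2.30, 0.60 to 3.58, with 235 of 438 UMIs in 1 chimera cell), Tpte2 (2.27, 1.95 to 2.60), ENSRNOG00000038074 (2.18, 1.90 to 2.49) and Cxcl13 (2.11, 0.73 to 3.26, with 106 of 373 UMIs in 1 chimera cell) were highest, at 6.16 to 15.1 CPM in the chimera. In EC-like cells, the highest were Fgf23 (4.66), Slpi (4.61) and Mmp3 (0 UMIs in the SD rat, at least 40.1-fold higher), which were found in only 7, 5 and 4 of 789 chimera cells, with 89 of 154, 165 of 169 and 95 of 100 UMIs in 1 cell, so these values do not describe the class. They were followed by the cell cycle genes Ube2c (3.67, 2.88 to 4.44, in 41 cells) and Cdk1 (3.55, 2.83 to 4.38, in 51 cells). No separate cycling cluster of rat EC-like cells was found. The lists of highest genes depended on the settings. In MP-like cells, 0 of the 5 remained at the 90% species threshold and at a minimum of 1000 UMIs. In FAP-like cells, 0 remained with doublets kept, with a pseudocount of 10 CPM and with cycling clusters counted with their type, and in EC-like cells 0 remained with 15 components, with rat cells of both libraries clustered together and with a minimum of 500 summed UMIs. In myocyte-like cells, between 1 and 5 remained. Without genes with split reads, the lowest genes remained less often than the highest in MP-like (3 against 5), FAP-like (2 against 5) and EC-like cells (3 against 4), and equally often in myocyte-like cells (3 each). Under every other setting examined, none of the 4 classes kept fewer of its lowest than of its highest genes.

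Of the genes fixed in advance, rat Pax7 (ENSRNOG00000018739) had 55.6 CPM in chimera rat MP-like cells (47.8 to 64.3) and 113 CPM in the SD rat (99.5 to 128), a log2 ratio of -1.01 (-1.38 to -0.64). In the same chimera cells, 49.6% of the UMIs of the Pax7 pair lay on mouse Pax7, and adding them back gave a log2 ratio of -0.11. The ratio was -0.57 when cycling clusters were counted with MP-like cells and -1.78 at the 90% species threshold. The intervals of Myf5 (0.05, -0.38 to 0.49), Myod1 (-0.13, -0.56 to 0.33) and Myog (0.08, -0.39 to 0.58) included 0. Myog also had 55.2% of the UMIs of its pair on the mouse gene in these cells, without a lower rat value. In myocyte-like cells, 49.2% lay on the mouse gene, and rat Myog was lower in the chimera (-1.02, -1.82 to -0.14). Tcap was lower in MP-like cells, at 27.9 CPM (22.5 to 34.3) against 65.7 CPM (55.6 to 77.2) in the SD rat, but it was also lower in EC-like cells (-1.69, -2.08 to -1.35), a class that should lack it. In myocyte-like cells, Neb was lower in the chimera (-0.66, -0.83 to -0.49), and Ttn had 710 CPM against 1418 CPM, with an interval below 0. The interval of Tcap included 0 there (0.11, -0.03 to 0.24). Dmd had a log2 ratio of -1.64 (-2.42 to -0.67), but 199 of its 281 SD rat UMIs lay in 10 cells. The share of cells with Dmd was 6.24% in the chimera (4.69 to 8.10) and 5.16% in the SD rat (4.10 to 6.39). After thinning it was 1.57% (0.838 to 2.67) and 2.02% (1.35 to 2.88), with intervals that overlapped. Thinned Dmd was also found in 1.85% of FAP-like and 3.14% of EC-like SD rat cells. With shares this close to those of other classes, the test cannot decide whether fewer myocyte-like cells had Dmd. Thinned cells with Neb were 36.4% in the chimera (33.1 to 39.8) and 47.6% in the SD rat (45.0 to 50.2). For Dmd and Neb alike, the thinned UMIs of chimera rat cells include those on mouse genes, which lowers the chimera shares. Relative to the median of -0.18 of myocyte-like cells, the log2 ratios were -1.46 for Dmd, -0.48 for Neb, -0.81 for Ttn and 0.29 for Tcap. Neb and Ttn were also lower in classes that should lack them, with -0.92 and -1.35 in FAP-like and -1.69 and -1.68 in EC-like cells. The lower values were thus not limited to myocyte-like cells. In FAP-like cells, Pdgfra had a log2 ratio of -0.14 (-0.21 to -0.05), and in EC-like cells Mecom had -0.31 (-0.51 to -0.12) and Top2a 2.47 (1.66 to 3.25). Since no separate cycling cluster of rat EC-like cells was found, the Top2a value may depend on where cycling cells were placed in each library.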

Values the study reported

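The study sequenced muscle cells from 1 of 7 rat-mouse chimeras and from a rat control. It counted 7997 rat cells and 1956 mouse cells in the muscle of that chimera. In rat muscle it described 12 cell populations.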

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

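The test in this part was chosen after the result was seen. EGFP, a sequence in the combined reference that no comparison uses, had 9 UMIs in the chimera library (95% Poisson interval 4.12 to 17.1). They lay in 7 barcodes, and 8 of the UMIs were in 6 of the 45 mouse MP-like cells. The remaining UMI was in a mixed barcode, which also had 1 UMI of mouse Pax7. Rat cells and other mouse cells had 0 EGFP UMIs. Every barcode with EGFP also had mouse Pax7, between 1 and 14 UMIs.

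Background reads were tested first, since such reads would follow depth. Mouse MP-like cells held 0.378% of all UMIs, which would give 0.0340 EGFP UMIs, and 8 were seen, so background reads are argued against. Contamination between libraries was not tested, since the SD rat reference has no EGFP sequence. The injected iPSCs are described as carrying a reporter of Pax7 with a nuclear green fluorescent protein, and expression of that reporter in mouse MP-like cells is a hypothesis that these 8 UMIs may reflect. With so few UMIs, mouse MP-like cells without an EGFP UMI are not shown to lack it.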

How the results depend on the processing

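With no replicates, a result was counted as moved when it left the 95% interval of its main value. The direction of the chimera rat to SD rat class ratio was kept under all 14 settings of cells or clusters for T/NK (5.55 to 13.3-fold), B (4.21 to 8.21), myeloid (1.75 to 3.18), EC (0.150 to 0.691), FAP (0.501 to 0.901), MP (1.04 to 1.82) and Schwann/glial (0.419 to 0.805). Myocyte and tenocyte/fibroblast kept it under 13 of 14, with the exception of the 90% threshold, and pericyte/mural under 11. LyEC kept it under 12, with a share of 0 under the other 2, and cycling under 11 of 13.

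At the 90% species threshold, mouse cells were 34.6% of rat and mouse cells and 62.5% of barcodes were mixed, because the median rat cell has 11.2% of its UMIs on mouse genes. Mouse shares were 8.04% in myocyte, 18.1% in FAP, 39.6% in tenocyte/fibroblast, 91.2% in EC, 51.2% in Schwann/glial, 17.8% in T/NK, 43.9% in B and 11.1% in myeloid. Shares of chimera rat cells were 7.39% MP, 19.1% myocyte, 18.2% FAP, 2.01% tenocyte/fibroblast, 2.85% EC, 1.11% pericyte/mural, 0.694% Schwann/glial, 14.4% T/NK, 5.73% B, 18.5% myeloid and 2.43% cycling. T/NK was 5.90% of mouse cells. The mouse share in MP and the MP share of mouse cells were 0 because 42 of the 45 mouse MP-like cells joined a cluster named myocyte, which made up 3.15% of mouse cells and had Tcap in 10.4% of its cells. LyEC was 0 of chimera rat cells, as 10 of 82 cells were still called rat and 9 of them lay in clusters named EC. The log2 ratio of Pax7 in MP-like cells was -1.78. Myog and Tcap in FAP-like cells reversed to 0.74 and 0.023 (log2). The causes were not tested.

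With species by the majority of UMIs, mouse cells were 22.0% and mixed barcodes 0 by construction. Mouse shares were 18.1% in myocyte, 62.1% in EC and 46.5% in cycling. Chimera rat cells held 11.4% myocyte, 30.4% FAP, 5.19% pericyte/mural, 7.79% T/NK, 4.22% B and 10.2% myeloid. Mouse cells held 8.95% myocyte, 5.15% FAP, 3.80% T/NK and 5.46% B. The mouse myeloid shares, within the class and of mouse cells, were 0 because all 67 cells lay in a cluster that stayed unnamed. With species from genes without split reads, mouse cells were 16.3%, mixed barcodes 9.33%, the mouse share in EC 53.2%, and chimera rat cells held 4.94% pericyte/mural and 10.4% myeloid.

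With at least 1000 UMIs, mixed barcodes were 12.1% and SD rat cells held 39.1% FAP, 13.4% EC and 3.99% pericyte/mural. At the 10% mitochondrial limit, mixed barcodes were 13.3% and the mouse share was 60.9% in EC and 26.5% in cycling. SD rat cells then held 19.5% myocyte, 39.4% FAP, 5.34% tenocyte/fibroblast, 16.1% EC, 2.19% pericyte/mural and 1.19% Schwann/glial, chimera rat cells held 4.42% MP, 11.1% myocyte, 33.9% FAP, 8.60% EC, 2.58% pericyte/mural, 0.884% Schwann/glial and 1.86% cycling, and Pax7 was in 87.1% of mouse MP-like cells. With no mitochondrial limit, mouse cells were 17.4%, SD rat cells held 4.70% MP, 16.2% myocyte, 33.6% FAP, 16.3% EC, 5.54% pericyte/mural, 1.45% T/NK, 5.33% myeloid and 0.621% cycling, and chimera rat cells held 5.67% MP, 9.41% myocyte, 29.8% FAP and 5.78% pericyte/mural. The mouse Schwann/glial shares were 0 because all 26 cells lay in an unnamed cluster. With doublets kept, mixed barcodes were 15.1% and SD rat pericyte/mural cells 4.23%. The causes of these shifts, beyond the other cells entering, were not tested.

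At resolution 0.5, SD rat pericyte/mural cells were 4.27%. At resolution 2, the mouse share in cycling was 25.8% and chimera rat cells held 8.81% EC, 10.6% myeloid and 2.06% cycling. With 15 components, SD rat cells held 1.44% T/NK and 0.567% B, and chimera rat cells 10.7% EC, 11.1% myeloid and 1.82% cycling. LyEC was 0 of them because 77 of 82 cells lay in clusters named EC. With rat cells of both libraries clustered together, SD rat cells held 2.79% pericyte/mural and 5.30% myeloid, and chimera rat cells 10.7% myeloid and 1.66% cycling. With all chimera barcodes clustered together, an alternative added after seeing the data, the mouse share was 64.8% in EC and 13.4% in myeloid, chimera rat cells held 5.93% EC, 14.3% myeloid and 1.70% cycling, and mouse cells 48.7% EC and 9.84% myeloid. The species calls without split reads and the next alternative were added then too.

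With cycling clusters counted with their type, MP was 5.31% of SD rat cells and 5.55% of chimera rat cells, and EC 60.1% of mouse cells. In MP-like cells, Ifitm1 reversed to -1.53 and Ttn to 0.022, and Pax7 was -0.57, because the cycling cells joined. Dmd in EC-like cells reversed to 0.17 with at least 1000 UMIs, 0.13 with no minimum, 0.20 with doublets kept and 0.11 at resolution 0.5, and the cause was not tested. Its direction is not settled. Thinning gave Pax7 in 28.9% and Myf5 in 4.44% of mouse MP-like cells and Tcap in 64.3% of mouse myocyte-like cells, since fewer UMIs are drawn.

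Among the 1372 values of log2 ratios and background shares over these alternatives, 243 moved and 8 reversed, the ones given above. The pseudocount of 10 CPM moved the most, 48 of 82, by its own construction, and reversed 0. The numbers of cells also limit results: 29 mouse myocyte-like and 26 mouse Schwann or glial-like cells allow only wide intervals.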

Other observations

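The tests in this part were chosen after the result was seen, except the slope across genes, the mural genes of mixed barcodes and the contractile genes of mixed myocyte-like barcodes. The barcodes that stay mixed without split genes were looked at only after all mixed barcodes together had gone against doublets, and the reading of the value for all mixed EC-like barcodes was settled after it was seen.

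When all chimera barcodes were clustered together, 414 myocyte-like barcodes were mixed, against 837 rat and 29 mouse ones. Reads given to the wrong species are argued against as the whole cause, since 79.5% (75.3 to 83.3) stayed mixed on 6282 gene pairs without split reads, and 81 turned rat. Doublets of a rat and a mouse cell are argued against by depth: mixed barcodes had 0.691 times the median UMIs of rat ones, and the 329 that stayed mixed had 0.597 times. Relative to the 29 mouse ones, these 329 had 1.09 times the median UMIs. A mouse cell of another class beside a rat myocyte is argued against by the 22.6% of their mouse UMIs on contractile genes, against 27.6% in mouse myocyte-like cells, 8.57% in rat ones and 0.0621% in mouse EC-like cells. For droplets holding only free RNA of 1 composition, the spread of mouse shares, 22.4 times counting error, decides nothing, because mixed barcodes were chosen over a wide range of mouse shares, so this cannot be told apart either way. Free rat RNA in mouse droplets cannot be told apart, as rat UMIs were 9.14 times those of mouse cells of other classes, but only 67.9% of the mixed barcodes exceeded the 95th percentile of those cells. Fibres with nuclei of both species, which may yield fragments with both kinds of RNA, remain a hypothesis that was not tested, as do aggregates of debris.

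Of 254 mixed EC-like barcodes, 100 turned rat without split genes. All 254 together had 0.789 times the median UMIs of mouse EC-like barcodes and 1.09 times that of rat ones. The first value argues against doublets as the cause of all of them, and the second, slightly above 1, does not. The 141 that stayed mixed had 2.01 times the UMIs of rat and 1.46 times those of mouse EC-like barcodes, so that this part may be doublets that Scrublet missed.

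No mouse cluster was named pericyte or mural-like. Mouse mural cells hidden among mixed barcodes are argued against as their main content, since 2.83% (2.20 to 3.59) of the mural-gene UMIs of mixed mural-like barcodes were mouse, against 1.25% in rat ones. Of the 1849 mouse cells, 2 joined the mural-like cluster when all barcodes were clustered together, so a few mouse mural cells remain possible.

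Rat cells carried 259 UMIs of mouse Pax7, while mouse cells carried 0 UMIs of rat Pax7. Of these 259, 68.7% (62.7 to 74.3) were in rat MP-like cells, which make up 4.88% of rat cells, and 34 were in rat cycling clusters. This is consistent with rat Pax7 reads assigned to mouse Pax7. Free RNA of mouse cells is argued against: it would bring 249 UMIs of mouse Myf5, Cdh15 and Myod1, and 8 were seen (3.45 to 15.8). Mouse Pax7 in a barcode therefore does not by itself mark a mouse cell in this library. The lower rat Pax7 in chimera MP-like cells may come from the same splitting.

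Across genes, the log2 ratio of chimera to SD rat rose with the log2 share of the pair kept on the rat gene, with slopes between 0.328 and 0.915 and a median of 0.639 over 10 classes, when the kept share came from one part of the chimera cells and the ratio from the rest, so that no chimera count was in both. With all cells in both measures, which then share counts, the slopes ran from 0.363 to 1.04 with a median of 0.793. A slope near 1 was written down for reads moving from rat to mouse genes, and 6 classes were under 0.7 with separate cells and 3 with all cells. The explanation cannot be told apart from others here, because part of the mouse UMIs may be reads that a rat-only reference leaves uncounted. For Myog in MP-like cells, the log2 ratio was 0.08 and became 1.15 with the mouse UMIs added back. Myog went the other way in myocyte-like cells, from -1.02 to -0.14, and in FAP-like cells, from -1.02 to -0.42. Genes are not independent replicates.

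AABR07046956.1, ENSRNOG00000051885 and Hs6st3 had log2 ratios between -11.38 and -3.81 in all 10 classes. For Hs6st3, reads moved to mouse Hs6st3 are argued against, as adding them back left a median of -7.45. Reads lost in the combined reference in another way are a candidate explanation for all 3 genes. The highest value, -3.81 for Hs6st3 in LyEC-like cells, does not test it, because the genes were chosen as among the lowest in every class. The reference is also confounded with the library, so lost reads cannot be told apart from a difference between the animals, which was not tested.

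The T/NK share of rat cells was 7.84 times that of the SD rat, the B share 5.56 times and the myeloid share 2.04 times. A mere loss of other cells would raise them alike, and the T/NK rise was 3.85 times the myeloid rise, which argues against it. Lymphoid tissue in the dissected sample predicts more resting T cells. Lef1 was found in 33.9% of thinned chimera rat T/NK-like cells (30.4 to 37.5) and 17.9% of SD rat ones (10.8 to 27.1), and Ccr7 in 17.2% (14.5 to 20.2) and 8.42% (3.71 to 15.9), with intervals that overlap. Before thinning, the shares were 66.8% and 28.1% for Lef1 and 54.3% and 24 of 96 cells for Ccr7, at a median of 7671.5 and 6516 UMIs, and thinning left out 1 cell of each library. In thinned FAP-like cells, which should lack both genes, Lef1 was found in 0.306% of chimera rat and 0.376% of SD rat cells and Ccr7 in 0.0764% and in 0 of 3194 cells, which allows up to 0.0939%. In thinned myocyte-like cells, Lef1 and Ccr7 were each found in 0 of 829 chimera rat cells, which allows up to 0.362%, and in the SD rat Lef1 in 0 of 1439 cells, which allows up to 0.208%, and Ccr7 in 0.0695%. Resting T cells also circulate in blood, so lymphoid tissue cannot be told apart from blood or from a difference between the animals. The higher share of mouse cells among B cell-like than among T/NK-like cells, 25.7% against 11.1%, was not examined further, and no biological explanation was tested.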
